A study of Mus musculus with 19 samples. Its data were reported in "Exploring the transformative effects of calorie restriction on the lacrimal gland in adult mice" (2025).

How the data were processed

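RNA sequencing libraries from the cornea (the corneal epithelium, by the study's methods) and the conjunctiva of C57BL/6 mice fed ad libitum (AL) or kept on calorie restriction (CR) were compared within each tissue. The 19 libraries were assigned to groups from their deposited labels, which gave 5 AL and 5 CR cornea libraries and 4 AL and 5 CR conjunctiva libraries. A figure legend of the study gives the conjunctiva groups as 5 AL and 4 CR. Another of its legends gives the same sizes as the labels, which were followed. All columns were matched to a library, with 0 unmapped. Libraries are named by tissue, diet and the replicate number in the label.

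The authors sequenced single reads, trimmed them with cutadapt, aligned them to the mouse genome build mm10 with STAR and counted reads per gene with HTSeq on the ROSALIND platform, where DESeq2 supplied relative log expression size factors. Versions of these tools were not stated. The labels name a stranded mRNA library kit and the study's methods an oligo(dT)-primed kit from another maker, so the type of library was not settled and the use of strand in counting is unknown. The deposited values of each tissue are log2 of the count divided by the size factor of the library, plus 1, and each tissue was scaled by the authors in its own table. The values were turned back into normalized counts and then into whole reads, and 100% of them came out as whole reads. Each table held 24557 features, of which 5 repeated a symbol and were left out, and 483 carried no gene identifier.

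Counted reads per library ranged from 10354125 to 14681223 in the cornea and from 10726717 to 14433441 in the conjunctiva. A gene with 0 reads could have had up to 3 reads, which was between 2.27 and 3.37 normalized counts depending on the library. Reads carried no molecular identifiers that the tables show, so intervals and floors cover counting error only.

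Diets were compared with limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3) on log2(normalized count + 1), using an intensity trend and robust empirical Bayes moderation, over genes with a mean of at least 10 normalized counts. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.5. Fold changes are on the log2(normalized count + 1) scale, which tends to understate the change of genes with few reads. Where single libraries are at or near 0, the fitted change can instead exceed the ratio of the printed means, since it compares means of log2 values. The genes described in full were set by rule: in each tissue, the 5 that rose and the 5 that fell with the smallest p among called genes whose AL and CR libraries did not overlap, plus members of the fixed lists. The difference between tissues was tested per gene as the difference of the log2 changes over its standard error, with Satterthwaite degrees of freedom and Benjamini-Hochberg adjustment. This treats the tissues as independent, although the study took multiple tissues from each mouse. Libraries with the same diet and number may share a mouse.

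The 17 fixed gene lists covered clock genes driven by E-box elements, clock genes driven by ROR elements, collagen and matrix genes, fibroblasts, macrophages, MHC class II, proliferation, goblet cells, glucocorticoid targets, PPAR-alpha fasting targets, heat shock, cold-induced RNA-binding proteins, skeletal muscle, lacrimal gland, meibomian gland, fat cells and blood. They were tested with camera from limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a tissue and at least 2 members tested. A list's effect is the median log2 change of its members, and a list score is the mean of its members' log2 values in a library, centered per gene. Another 7 lists held genes that the study named from these same libraries. Lists of endothelial and epithelial markers (2 lists) and of olfactory and vomeronasal receptor genes were added after the main results were seen. Single values were compared by exact two-sided permutation tests. Correlations across 10 libraries used 100000 permutations and those across 9 libraries every permutation, all two-sided, with adjustment over all 10 relations.

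The tests, groups, gene lists, thresholds and most of the alternatives were chosen before the data were examined. The clock, collagen, macrophage, proliferation and goblet lists were meant to ask about themes that the study names. Apart from goblet cells, the study drew these themes, and that of fibroblasts, from the same libraries. The p-values of these lists are therefore not independent evidence for the themes. The alternatives were pseudocounts of 0.5 and 10, no filter, a filter at a mean of 50, quantile normalization, array weights, the replicate number as a block, fry and an estimated correlation for the lists, other significance thresholds, a difference between tissues taken per shared title, and leaving out each library in turn. Planned count models and a packaged scaling were not run, since the deposited unit is log2, although whole reads were recovered from it. In their place, limma voom on the recovered reads, trimmed-mean scaling (TMM) written in base R and the share of genes with 0 reads as a covariate were added after the data were seen.

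The procedure was tested on simulated counts drawn from the means of the real libraries, with 200 genes changed by known folds. In the cornea design (12132 genes tested), 154 (77%) of the changed genes were called, with 11 false calls. In the conjunctiva design (13770 genes tested), 126 (63%) were called, with 12 false calls. Of the 100 genes given the larger of the simulated changes, 88 and 79 were called. Of the called genes, 0 had the wrong sign in either design. Simulated genes varied independently of each other, without the differences between libraries that many real genes share. The false calls in the simulation therefore do not estimate those in the real libraries.

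Coordinates are 1-based, on GRCm38.p6, the assembly that mm10 denotes, from a RefSeq gene table matched on gene identifier (23923 of 24552 genes). Genes that overlap another annotated gene are named as uncertain, since the counting could have split or merged their reads. Confidence intervals for shares of reads are 95% Wilson intervals. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.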

Results

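The data comprised gene-level RNA sequencing values from 10 cornea libraries (5 AL and 5 CR) and 9 conjunctiva libraries (4 AL and 5 CR). AL mice ate freely, and CR mice received a restricted ration. Counted reads per library ran from 10354125 to 14681223 in the cornea and from 10726717 to 14433441 in the conjunctiva. They did not differ between diets in either tissue (exact permutation p = 0.278 in the cornea and 0.810 in the conjunctiva). The most abundant feature in every library was the ribosomal precursor *Rn45s*. It took between 8.98% and 15.1% of counted reads in the cornea and between 5.60% and 13.1% in the conjunctiva, with no difference between diets (exact permutation p = 0.897 and 0.929). The highest share, in cornea CR 7, was 15.05% (95% Wilson confidence interval 15.04% to 15.07%). Across the tested genes, pairs of libraries correlated at 0.854 to 0.964 in the cornea and 0.877 to 0.954 in the conjunctiva. The median log2 change of all tested genes was −0.03 in the cornea and −0.02 in the conjunctiva.

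Libraries differed in how many genes had no reads at all. In the cornea, 40.5% ± 2.70 (SD, n = 5) of the listed genes were at 0 in AL libraries and 44.4% ± 3.06 (n = 5) in CR libraries, a difference that did not pass an exact permutation test (p = 0.0714). In the conjunctiva, the shares were 35.3% ± 1.90 (n = 4) and 37.1% ± 2.29 (n = 5, exact permutation p = 0.246). The first principal component held 46.9% of the variance of the tested genes in the cornea and followed this share with a Pearson r of 0.985 (permutation p = 4.0e-05, adjusted over 10 relations 1.4e-04) and a Spearman rho of 0.964 (permutation p = 4.0e-05, adjusted p = 4.0e-04). Without the 2 libraries farthest from the median share, r was 0.980. In the conjunctiva, the component held 30.4% of the variance and r was 0.876 (exact permutation p = 2.8e-05, adjusted p = 1.4e-04), with a rho of 0.933 (exact permutation p = 7.5e-04, adjusted p = 0.0022) and an r of 0.907 without 2 libraries. The cornea library AL 4, with 45.2% of genes at 0, lay among the CR libraries on this component, and CR 1, with 39.9%, lay nearest the AL libraries. No sequencing batch is given in the labels, so no value within batches could be had.

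**Figure D1:**
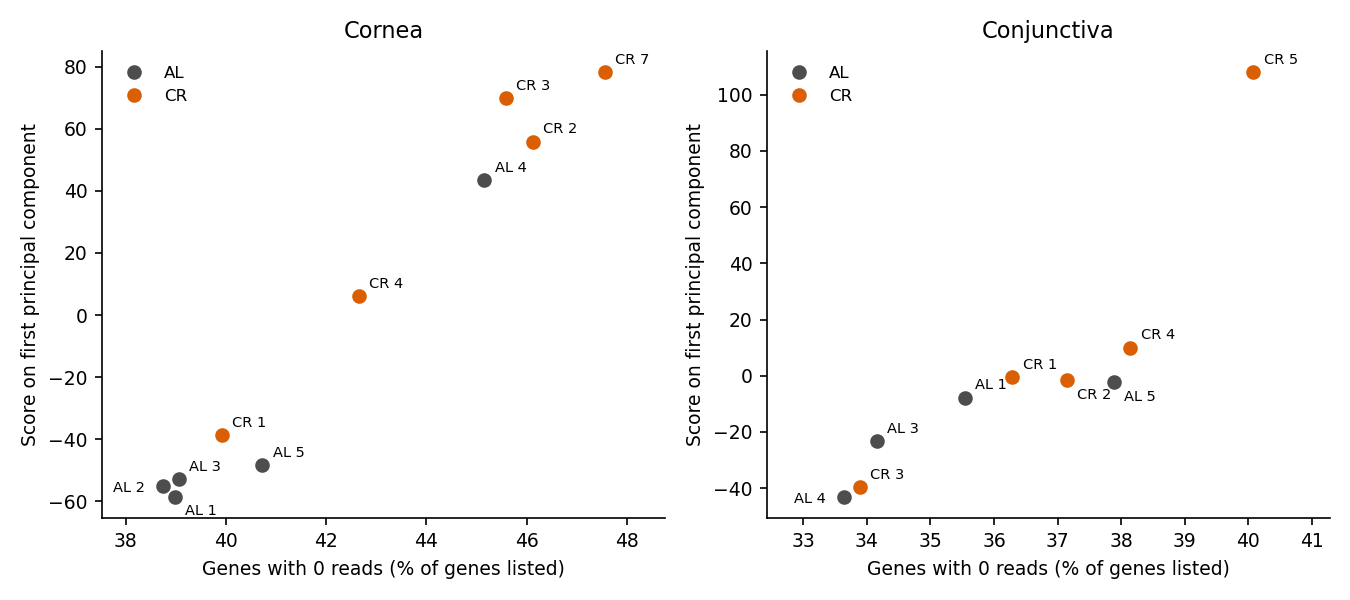
Share of listed genes with 0 reads (x axis, %) against the score on the first principal component of the tested genes (y axis, log2 units) in each cornea and conjunctiva library, colored by diet. The cornea library AL 4 sits with CR libraries and CR 1 with AL libraries.

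The first comparison asked which genes CR modulated in the cornea. Of 12278 genes tested, 150 were changed (limma, adjusted p under 0.05 and fold over 1.5), with 92 higher and 58 lower under CR. Adjusted p alone was passed by 188 genes, and 2219 had an unadjusted p under 0.05. The AL and CR libraries did not overlap for 116 of the 150 genes. Over all tested genes the groups did not overlap for 487 (3.97%), where chance gives 0.794%. Among the alternatives, array weights moved the count most, to 705 genes, of which 149 were shared with the 150. Single libraries also moved it. The count was 536 without AL 4 and 309 without CR 1, and fell to 66, 59, 62 and 53 without AL 1, AL 2, AL 3 and AL 5 and to 67 and 58 without CR 2 and CR 3. With the share of genes at 0 as a covariate it was 62, of which 46 were shared with the 150.

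*Per2*, a core clock gene, rose from 154 ± 46.3 to 1208 ± 207 normalized counts (SD, n = 5 per diet), a log2 change of 2.998 ± 0.19 (SE, limma adjusted p = 6.4e-08). *Ciart* rose from 12.04 ± 6.60 to 165 ± 44.6 (log2 change 3.78 ± 0.38, limma adjusted p = 2.2e-05), *Dbp* from 380 ± 133 to 2565 ± 420 (2.82 ± 0.24, 9.6e-05) and *Tef* from 1099 ± 243 to 3586 ± 604 (1.72 ± 0.15, 1.2e-05). The cyclin gene *Ccnd2* rose from 3742 ± 554 to 9952 ± 1741 (1.40 ± 0.13, 9.2e-06). Among genes that fell, the transporter gene *Slc46a2* went from 237 ± 35.3 to 78.3 ± 21.6 normalized counts (log2 change −1.61 ± 0.21, limma adjusted p = 4.6e-04) and *Sphkap* from 518 ± 79.3 to 225 ± 38.5 (−1.20 ± 0.16, 5.9e-04). The transglutaminase gene *Tgm2* went from 7649 ± 984 to 3404 ± 920 (−1.20 ± 0.16, 0.0012), *Adtrp* from 2009 ± 230 to 1117 ± 161 (−0.85 ± 0.12, 8.9e-04) and the noncoding RNA gene *Gm16938* from 541 ± 69.2 to 285 ± 41.2 (−0.92 ± 0.14, 0.0021). For each of these 10 genes, all 5 CR libraries lay beyond all 5 AL libraries. Values of *Per2*, *Ccnd2*, *Ciart*, *Dbp*, *Sphkap* and *Gm16938* are uncertain to the extent that another annotated gene overlaps each of them.

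By the annotation, *Per2* (gene identifier 18627) lies on chromosome 1 from 91415977 to 91459351, *Ccnd2* (12444) on chromosome 6 from 127125162 to 127152188, *Tef* (21685) on chromosome 15 from 81802673 to 81826863, and *Ciart* (229599) on chromosome 3 from 95878500 to 95882257. *Dbp* (13170) lies on chromosome 7 from 45705100 to 45710203, *Slc46a2* (30936) on chromosome 4 from 59905899 to 59915056, and *Sphkap* (77629) on chromosome 1 from 83255442 to 83408411. *Adtrp* (109254) lies on chromosome 13 from 41763145 to 41847616, *Tgm2* (21817) on chromosome 2 from 158116405 to 158146392, and *Gm16938* (330599) on chromosome 7 from 98177194 to 98184804. Coordinates are on GRCm38.p6.

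All 12 genes of the E-box clock list were higher under CR in the cornea, with a median log2 change of 1.47 (camera adjusted p = 5.3e-27). All 5 CR libraries scored above all AL libraries (exact permutation p = 0.0079). Of the 12, 11 passed adjusted p over all genes and 12 when adjusted over the list alone. This call held under fry (adjusted p = 2.7e-05) and under an estimated correlation (0.0094), as did that of the glucocorticoid list (median 0.30, 8 of 11 higher, camera adjusted p = 0.0014, fry 2.7e-05, estimated 0.039). All 5 CR libraries also scored above the AL libraries on the glucocorticoid list. Of its members, 2 passed over all genes and 2 when adjusted over the list alone. The ROR-element clock list fell (median −0.62, 4 of 6 genes lower, camera adjusted p = 0.0393, with 4 of 5 CR libraries below every AL library), with 1 gene past over all genes and 2 when adjusted over the list alone. Its call was lost under fry (0.0554) and an estimated correlation (0.259), with a filter at a mean of 50 (median −0.084, adjusted p = 0.144), quantile normalization (−0.55, 0.0586) and array weights (−0.50, 0.0983), and without AL 4, AL 5, CR 4 or CR 7 (adjusted p = 0.156, 0.0546, 0.0649 and 0.0515). Its member *Arntl*, the gene of BMAL1, fell from 230 ± 64.4 to 87.1 ± 35.6 normalized counts (SD, n = 5, log2 change −1.46 ± 0.30, limma adjusted p = 0.0195, lower in 5 of 5 CR libraries). Without AL 2, AL 5 or CR 2 its adjusted p was 0.0684, 0.0709 and 0.0732, and with the share of genes at 0 as a covariate its log2 change was −1.28 and did not pass (limma adjusted p = 0.123). *Arntl* overlaps another annotated gene and is uncertain to that extent.

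**Figure D2:**
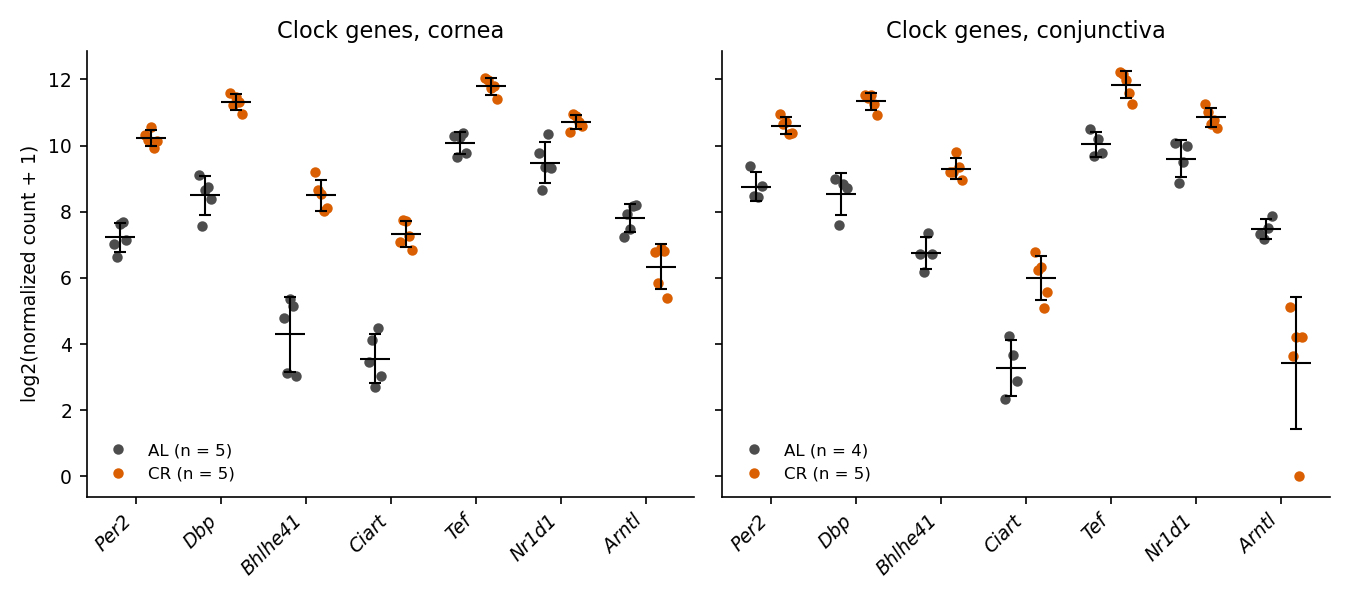
Normalized counts of 7 clock genes (y axis, log2 of the normalized count plus 1) in AL and CR libraries of the cornea and the conjunctiva, with points for libraries and bars for the mean and SD. The E-box genes were higher and *Arntl* lower under CR in both tissues.

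The proliferation list fell slightly in the cornea (median −0.23, 14 of 19 genes lower, camera adjusted p = 0.0067, with 4 of 5 CR libraries below every AL library). That call did not hold under fry (0.0622) or an estimated correlation (0.267). Of its members, 2 passed over all genes and 5 when adjusted over the list alone. The cold-induced pair rose (median 0.82, 2 of 2 genes, camera adjusted p = 0.0067, fry 0.0022, estimated 0.0730, 5 of 5 CR libraries above every AL library). *Cirbp*, 1 of this pair, rose from 823 ± 85.2 to 1847 ± 555 normalized counts (SD, n = 5, log2 change 1.12 ± 0.18, limma adjusted p = 0.0044, higher in 5 of 5 CR libraries). The lacrimal gland list was lower in all 11 tested genes, with a median of −3.55 and a camera adjusted p of 4.6e-05, with 4 of 5 CR libraries below every AL library. In 6 of these genes, 1 diet was at or under the 3-read floor. With those genes set from the floor the median was −4.47, a larger fall than the fitted one. That value therefore does not bound the fitted median, which was −3.16 without AL 1. Over the processing alternatives the median ran from −4.69 with a filter at a mean of 50 to −1.46 with the share of genes at 0 as a covariate. That call was lost under fry (0.0706), an estimated correlation (0.267) and voom. Of its genes, 2 passed over all genes and 5 when adjusted over the list alone.

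The MHC class II list did not pass in the cornea (median −0.56, 6 of 6 genes lower, camera adjusted p = 0.0515), although it passed with no filter (−0.82, adjusted p = 0.0277), a filter at a mean of 50 (−0.82, 0.0381) and the share of genes at 0 as a covariate (−0.98, 0.0021), and without AL 2, AL 3, CR 3, CR 4 or CR 7, and its median was −0.89 without CR 7. The macrophage list did not pass (median −0.34, 7 of 9 lower, camera adjusted p = 0.129, fry 0.0155), nor did the heat shock list (median −0.09, 10 of 14 lower, adjusted p = 0.109, fry 0.0494), whose median was −0.18 without CR 1 and −0.03 without CR 2. The meibomian list (median 0.15, adjusted p = 0.0785) passed only without CR 4, where its median was 0.27. The collagen list did not change (median −0.31, adjusted p = 0.468), and its median was −0.06 without CR 2. Neither did the PPAR-alpha list (median −0.19, adjusted p = 0.461), with −0.39 without CR 3 and −0.03 without CR 7, nor the skeletal muscle list (median −0.25 over 3 genes, adjusted p = 0.468), with −2.12 without CR 1. The fibroblast list (median 0.05, adjusted p = 0.899) moved to −0.15 without AL 1 and 0.34 without AL 3. The goblet list (median −0.19 over 4 genes, adjusted p = 0.985) moved to 0.054 without AL 5 and 0.024 without CR 2. Adjusted over the list alone, 3 heat shock genes, 2 meibomian genes, 1 macrophage gene and 1 PPAR-alpha gene passed, and 0 genes of the MHC class II, collagen, skeletal muscle, fibroblast and goblet lists, in which 2, 4, 1, 1 and 2 genes had an unadjusted p under 0.05. Over all genes, 1 meibomian and 1 macrophage gene passed. The fat cell and blood lists had too few expressed genes to test in the cornea. All 10 globin genes had 0 reads in both tissues. Among the lists written later, the epithelial list moved little (median 0.08, 8 of 12 genes higher, exact permutation p of its score = 0.0476), and only 1 endothelial gene was expressed enough to test.

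Genes that the study named were examined as lists, but they were chosen on these samples, so their counts are not independent evidence. In the cornea, 9 of 9 circadian genes, 12 of 12 genes tied to reduced proliferation and 0 of 6 cell projection genes were higher under CR. Both thresholds were passed by 9, 7 and 3 of them, and 9, 12 and 6 passed when adjusted over the list alone.

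The second comparison asked which genes CR modulated in the conjunctiva. Of 13929 genes tested, 50 were changed (limma, same thresholds), with 31 higher and 19 lower under CR. Adjusted p alone was also passed by 50 genes, and 1310 had an unadjusted p under 0.05. The groups did not overlap for 49 of the 50 genes. Over all tested genes they did not overlap for 539 (3.87%), where chance gives 1.59%. Array weights gave 149 genes, including all 50. The count was 127 without CR 3 and 76 without CR 5, and it was 27, 29, 28 and 26 without AL 1, AL 4, CR 1 and CR 2 and 32 without AL 5.

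*Bhlhe41*, a clock gene, rose from 111 ± 37.1 (SD, n = 4) to 642 ± 148 (n = 5) normalized counts, a log2 change of 2.55 ± 0.23 (SE, limma adjusted p = 6.6e-05). *Per2* rose from 449 ± 149 to 1574 ± 279 (1.84 ± 0.19, 3.3e-04), *Dbp* from 393 ± 139 to 2614 ± 442 (2.80 ± 0.25, 3.3e-04) and *Per3* from 303 ± 82.3 to 804 ± 106 (1.44 ± 0.19, 0.0020). The taurine transporter gene *Slc6a6* rose from 5312 ± 949 to 15195 ± 3200 (1.51 ± 0.18, 7.6e-04). Among genes that fell, *Col3a1* went from 6635 ± 1331 to 2298 ± 788 normalized counts (log2 change −1.57 ± 0.21, limma adjusted p = 0.0034), *Col1a1* from 6458 ± 1153 to 2549 ± 744 (−1.37 ± 0.20, 0.0059) and *Col5a3* from 221 ± 52.3 to 40.8 ± 30.0 (−2.60 ± 0.39, 0.0057). The fibrillin gene *Fbn1* went from 764 ± 116 to 306 ± 62.7 (−1.33 ± 0.18, 0.0028) and the transporter gene *Slc13a2* from 1459 ± 118 to 630 ± 127 (−1.23 ± 0.16, 0.0020). For each of these 10 genes, all 5 CR libraries lay beyond all 4 AL libraries. Values of *Per2*, *Dbp*, *Slc6a6*, *Per3* and *Slc13a2* are uncertain where another annotated gene overlaps them.

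By the annotation, *Bhlhe41* (79362) lies on chromosome 6 from 145858243 to 145865420, *Slc6a6* (21366) on chromosome 6 from 91684048 to 91759063, and *Per3* (18628) on chromosome 4 from 150997018 to 151044707. *Slc13a2* (20500) lies on chromosome 11 from 78397276 to 78422281, *Fbn1* (14118) on chromosome 2 from 125300594 to 125506485, and *Col3a1* (12825) on chromosome 1 from 45311538 to 45349706. *Col5a3* (53867) lies on chromosome 9 from 20770050 to 20815117 and *Col1a1* (12842) on chromosome 11 from 94936224 to 94953042, again on GRCm38.p6.

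In the conjunctiva too, all 12 E-box clock genes were higher under CR (median 1.496, camera adjusted p = 9.5e-32, 5 of 5 CR libraries above every AL library), with 10 past adjusted p over all genes and 12 when adjusted over the list alone. The ROR-element list fell (median −0.86, 4 of 6 genes lower, camera adjusted p = 0.0014, 5 of 5 CR libraries below every AL library), with 0 genes past over all genes, 5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone. *Arntl* fell from 179 ± 39.3 (SD, n = 4) to 16.1 ± 12.3 (n = 5) normalized counts, a log2 change of −4.03 ± 0.86, but did not pass over all genes (limma adjusted p = 0.0937, lower in 5 of 5 CR libraries). It passed without CR 4, which had 0 reads for it (log2 change −3.17, adjusted p = 0.0016).

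The collagen list fell in 34 of 37 genes (median −0.66, camera adjusted p = 3.4e-20), with 6 past adjusted p over all genes and 20 when adjusted over the list alone. All 5 CR libraries scored below all 4 AL libraries (exact permutation p = 0.0079, n = 4 and 5). *Serpinh1*, the gene of a collagen chaperone, fell from 934 ± 157 (SD, n = 4) to 462 ± 104 (n = 5) normalized counts, a log2 change of −1.03 ± 0.18 (limma adjusted p = 0.0149, lower in 5 of 5 CR libraries). Its call was lost without AL 1, AL 5, CR 1 or CR 2 (adjusted p = 0.0886, 0.0770, 0.0612 and 0.0564). The fibroblast list fell in 13 of 14 genes (median −0.61, camera adjusted p = 1.0e-09, 4 of 5 CR libraries below every AL library), with 0 past adjusted p over all genes, 10 at an unadjusted p under 0.05 and 10 when adjusted over the list alone. The macrophage list fell in 13 of 14 genes (median −0.56, camera adjusted p = 3.7e-09, 5 of 5 CR libraries below every AL library), with 0 past adjusted p over all genes, 9 at an unadjusted p under 0.05 and 9 when adjusted over the list alone. The MHC class II list fell in 7 of 7 genes (median −0.69, camera adjusted p = 6.7e-08, 5 of 5 CR libraries below every AL library), with 1 past over all genes and 4 when adjusted over the list alone. Under fry and under an estimated correlation, the calls of the E-box, ROR-element, collagen, macrophage, MHC class II, glucocorticoid and PPAR-alpha lists held in the conjunctiva (adjusted p at most 0.0176 and 0.0371). The fibroblast call did not (0.0801 and 0.116).

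**Figure D3:**
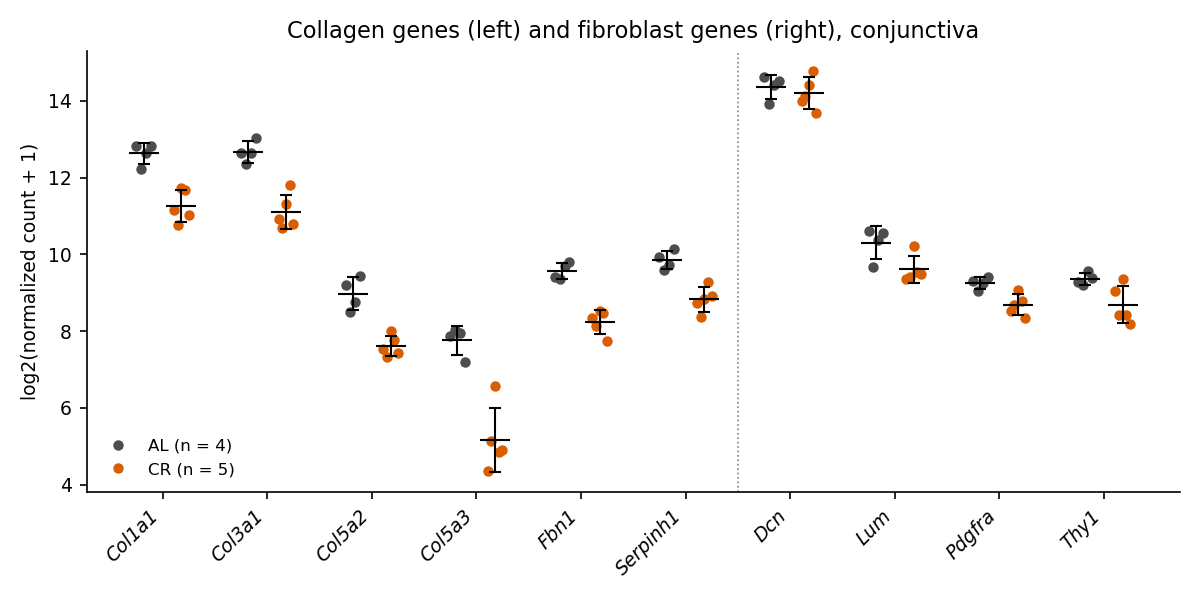
Normalized counts of collagen and matrix genes (left) and of fibroblast genes (right) in the conjunctiva (y axis, log2 of the normalized count plus 1), with points for libraries and bars for the mean and SD (4 AL and 5 CR libraries). The collagen genes *Col1a1*, *Col3a1* and *Col5a3* did not overlap between diets, while the fibroblast genes shown did.

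The glucocorticoid list rose (median 0.33, 9 of 11 genes higher, camera adjusted p = 2.0e-04, 5 of 5 CR libraries above every AL library), as did the PPAR-alpha list (median 0.65, 9 of 9 genes, adjusted p = 2.0e-04, 5 of 5 CR libraries). The proliferation list fell by camera (median −0.21, 16 of 19 lower, adjusted p = 0.0137, 2 of 5 CR libraries below every AL library) but not by fry (0.383), with 0 genes past adjusted p over all genes or when adjusted over the list alone, and 1 at an unadjusted p under 0.05. Its median was −0.11 without AL 3 and −0.14 without CR 3, where the call was lost. The goblet list did not change (median 0.08, 5 of 9 higher, adjusted p = 0.232), and its median was −0.035, −0.083 and −0.091 without AL 4, AL 5 and CR 5. Without CR 4 it passed with a median of 0.09 (adjusted p = 0.0216), and without AL 1 its median was 0.19. The heat shock list was slightly lower by camera (median −0.17, 12 of 14 lower, adjusted p = 0.0391, fry 0.185) and lost that call without AL 3, CR 1, CR 2 or CR 4, with a median of −0.08 without AL 3. The cold-induced pair did not pass (median 0.43, adjusted p = 0.0787) except without CR 5 (0.54, 0.0226) and with array weights (0.55, 0.0280). Adjusted over the list alone, 2 glucocorticoid genes, 1 PPAR-alpha gene, 1 goblet gene, 1 cold-induced gene and 0 heat shock genes passed. Over all genes only 1 PPAR-alpha gene did, and 4 glucocorticoid, 3 goblet, 1 cold-induced and 0 heat shock genes had an unadjusted p under 0.05. *Cirbp* did not pass either (log2 change 0.86 ± 0.25, limma adjusted p = 0.233) except without CR 5 (1.04, 0.0240).

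Lists of neighboring tissues varied between single conjunctiva libraries. The meibomian list was higher in all 11 genes (median 1.47, camera adjusted p = 2.9e-05, fry 0.185, 2 of 5 CR libraries above every AL library), and its median was 0.49 without CR 5. The fat cell list was higher in all 6 genes (median 1.62, camera adjusted p = 0.0014, fry 0.185, 1 of 5 CR libraries above every AL library) but was at 0.47 without AL 3, where it no longer passed, and at 2.61 without AL 4. The skeletal muscle list was higher in all 13 genes (median 0.47, camera adjusted p = 0.0224, fry 0.603, 3 of 5 CR libraries above every AL library) but reversed to −0.036 without AL 3. Its median was 0.13 without CR 3 and 0.99 without CR 5. The call of the muscle list was lost without AL 3, CR 2, CR 3 or CR 4 (camera adjusted p = 0.956, 0.0837, 0.473 and 0.0704). The lacrimal gland list fell (median −2.95 over 3 genes, 2 of them lower, camera adjusted p = 0.0137, fry 1.9e-04, estimated 0.0687, 5 of 5 CR libraries below every AL library) and did not pass without AL 4 (−2.10). Its median ran from −3.54 to −1.02 over the processing alternatives, smallest with no filter. Over all genes, 0 genes of these lists passed, and 2 meibomian, 2 fat cell, 0 skeletal muscle and 2 lacrimal gland genes had an unadjusted p under 0.05. Adjusted over the list alone, 2, 0, 0 and 2 passed. The blood list could not be tested. The epithelial list was level (median 0.07, exact permutation p of its score = 0.960), and the endothelial list did not differ either (median −0.27, 9 of 12 lower, exact permutation p = 0.778).

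Among genes named by the study for the conjunctiva, 5 of 5 circadian genes were higher, and 8 of 8 collagen genes, 10 of 10 fibroblast genes and 10 of 10 macrophage genes were lower under CR. Both thresholds were passed by 4, 5, 5 and 3 of them, and all 5, 8, 10 and 10 passed when adjusted over the list alone. These lists too were chosen on the same samples and are not independent evidence.

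The diets' effects were then compared between tissues over the 11929 genes tested in both. Across genes, which are not independent replicates, the log2 changes correlated with a Pearson r of 0.402 and a Spearman rho of 0.292. In both tissues, 19 genes were changed, 17 of them higher in both and 2 lower in both, and 0 went opposite ways. The 17 included *Per2*, *Per3*, *Dbp*, *Tef*, *Ccnd2* and *Slc6a6*. Of the cornea's changed genes tested in both tissues, 125 of 146 had the same sign in the conjunctiva, and 40 of the conjunctiva's 44 had the same sign in the cornea. A difference between tissues was found for 2 genes, *Aqp5* and *Cpt1a* (adjusted p = 0.0111 for each), and 892 genes had an unadjusted p under 0.05. The count was 7 without cornea CR 1 and 0 without conjunctiva AL 1, where 754 had an unadjusted p under 0.05. *Aqp5*, an aquaporin gene on chromosome 15 from 99591028 to 99594829, went from 44377 ± 8908 to 28919 ± 4792 normalized counts in the cornea (SD, n = 5, log2 change −0.61 ± 0.15, limma adjusted p = 0.0476) and from 1409 ± 130 (n = 4) to 2151 ± 317 (n = 5) in the conjunctiva (0.60 ± 0.14, 0.0900). All 5 CR conjunctiva libraries lay above the AL libraries, while the diets overlapped in the cornea. *Cpt1a*, a gene of fatty acid oxidation on chromosome 19 from 3322326 to 3385735, went from 796 ± 72.0 to 611 ± 101 in the cornea (−0.39 ± 0.13, 0.133) and from 528 ± 19.8 to 833 ± 48.0 in the conjunctiva (0.65 ± 0.13, 0.0343), where all 5 CR libraries lay above the AL libraries. Both genes overlap another annotated gene. The call of *Aqp5* in the cornea held only without AL 4, CR 1 or CR 4 among the fits that each left out a library, and that of *Cpt1a* in the conjunctiva only without CR 3 or CR 5. In the conjunctiva *Aqp5* passed without CR 3 (log2 change 0.66, limma adjusted p = 0.0355).

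**Figure D4:**
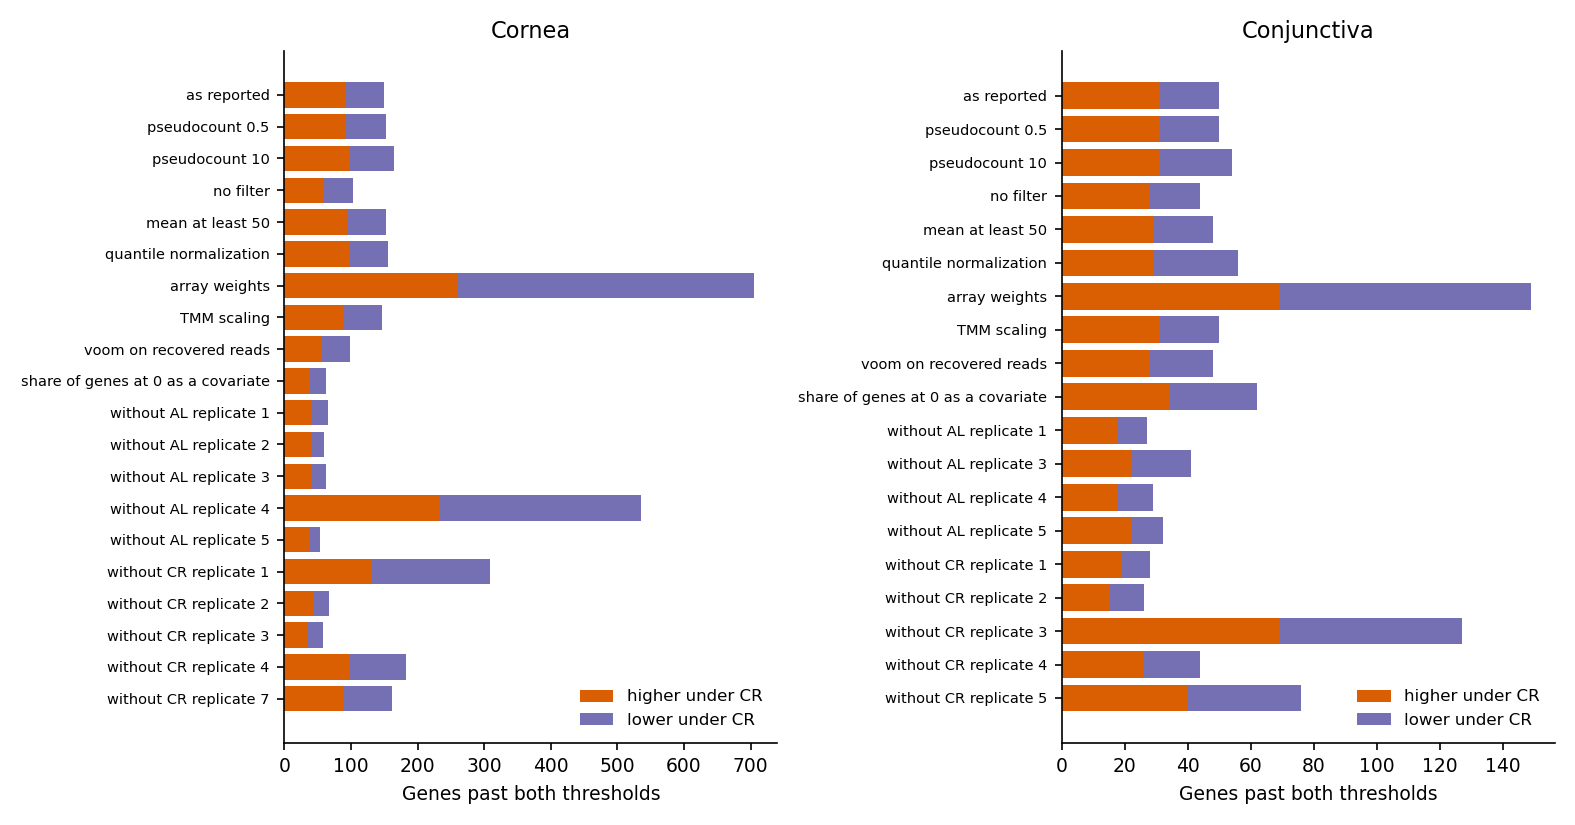
Number of genes past both thresholds (x axis), split into higher and lower under CR, in the cornea and the conjunctiva under the processing settings drawn and in each fit that left out 1 library (y axis). The counts shown ran from 53 to 705 genes in the cornea and from 26 to 149 in the conjunctiva.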

Values the study reported

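The study reported that CR altered 176 genes in the corneal epithelium and 124 genes in the conjunctiva.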

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

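The tests on *Aqp5* and *Cpt1a*, the comparison of the changed genes with the muscle genes and the lists of vessel and epithelial markers were chosen after the results were seen. Among 138 groups of 4 or 5 libraries checked for a library far from the others (gap to the nearest library as a share of the range above Dixon's critical value at the 95% level), 8 had one. Chance gives about 6.9, so these single libraries are no more than chance would produce.

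Conjunctiva AL 3 stood apart from the other AL libraries in 3 measures. Its skeletal muscle score was −1.78, against 0.19 to 0.32 in the others, its collagen score was 0.17, against 0.45 to 0.47, and its normalized count of *Cpt1a* was 558, against 516 to 523. Its fat cell score, −3.69, was also the lowest. A candidate explanation is that less muscle and fat was taken with this sample. The muscle list was higher under CR by a median of 0.47, and by at most 0.92 in any of its genes. A larger share of muscle would raise genes that other cells also express by no more than that. Of the 50 changed genes, 19 were lower under CR and 24 rose by more than 0.92, 43 in all. In the fit with all libraries, this argues against muscle as the source of most of the changed genes. The limit of 0.92 is from that fit, and the list's median was −0.036 without AL 3 and 0.99 without CR 5. Membership of the muscle list was no separate test, since 0 of its 13 genes had an unadjusted p under 0.05. The collagen list stayed lower without AL 3, in all 9 of the fits that each left out a library (medians from −0.74 to −0.59). No biological explanation was tested for a single library.

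In the cornea, AL 4 had a skeletal muscle score of −1.80, against 0.59 to 1.42 in the other AL libraries, over 3 genes, of which *Mylpf* and *Myoz1* had 0 reads in AL 4 and *Tnni2* had 272 normalized counts. CR 4 had 159 normalized counts of *Sphkap*, against 229 to 257 in the other CR libraries. Without CR 4, *Sphkap* was lower by a log2 change of −1.09 and stayed past the threshold. In the conjunctiva, CR 4 had 623 normalized counts of *Per3*, against 801 to 879, still above every AL library. CR 3 had a PPAR-alpha score of 0.84, against 0.08 to 0.22, and a heat shock score of 0.11, against −0.12 to −0.07. No explanation was tested for these single values.

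The effect of CR on *Aqp5* differed between tissues, with a difference of log2 changes (conjunctiva minus cornea) of 1.21 (adjusted p = 0.0111 from the limma fits). *Aqp5* is abundant in the lacrimal gland, and cornea AL 1 held gland transcripts. Without AL 1, the cornea change was −0.55 against −0.61 with it, and the difference remained past the threshold (adjusted p = 0.0478), which argues against gland material in that library as the cause. With the share of genes at 0 as a covariate, the cornea change was −0.32 and the difference was 0.85 (adjusted p = 0.134), and over the other processing alternatives its adjusted p ran from 1.9e-04 to 0.0138, except for the difference taken per shared title (0.879). Without conjunctiva AL 1 it was 0.0555 for *Aqp5* and for *Cpt1a*. An opposite response of the tissues to CR may explain the difference, as a hypothesis. The library differences that follow the share of genes at 0 stay open, as do reads shared with an overlapping gene.

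The effect on *Cpt1a* also differed, by 1.05 (adjusted p = 0.0111). Fat differed between conjunctiva libraries, and the fat cell score was higher under CR by 1.64. For fat to give the change of 0.65, log2 *Cpt1a* would have to rise by 0.399 for each unit of that score. Within diets, over all 9 libraries, it did not rise (slope −0.024 ± 0.016, SE), which argues against fat in the samples as the cause. With the score as a covariate the conjunctiva change was 0.69 ± 0.16, although its adjusted p over all genes was then 0.106 in limma. The difference was 1.03 with the share of genes at 0 as a covariate (adjusted p = 0.104), and over the other processing alternatives its adjusted p ran from 0.0022 to 0.0195, except for the difference taken per shared title (0.730). In the conjunctiva, PPAR-alpha targets rose as a list and *Cpt1a* is 1 of its members. A fasting response in the conjunctiva that the cornea lacks may explain the difference, which was not tested apart from these values.

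Across 100 joint relabellings of both tissues, the real one included, 9 gave at least 2 genes with a difference between tissues, and the largest count in the others was 585. Each relabelling drew a split for each tissue separately, with a random direction between them. The count of 585 came from a relabelling with a correlation between tissues of −0.51. These relabellings do not model equal effects of diet in both tissues. The number of such genes was therefore not shown to be beyond chance, and this test cannot decide it.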

How the results depend on the processing

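The alternatives were set before the results were seen, except voom on recovered reads, TMM scaling written in base R and the share of genes at 0 as a covariate, which were chosen after seeing the data. Count models and the packaged form of TMM scaling were not run, although whole reads were recovered from the deposited log2 values. How the results would hold under such models is unknown. The 20 genes named by rule kept their direction in every setting. They stayed past adjusted p in every setting except the replicate block, where 17 of 20 did. In both tissues the E-box clock list stayed higher and past the threshold in every fit. Over the processing alternatives other than the block, medians ran from 1.46 to 1.62 in the cornea and 1.44 to 1.53 in the conjunctiva, and over the fits that each left out a library from 1.36 to 1.62 and 1.31 to 1.69. The conjunctiva collagen and macrophage lists also stayed lower and past the threshold, from −0.73 to −0.57 and −0.62 to −0.48 over these alternatives and from −0.74 to −0.59 and −0.67 to −0.53 over the fits that each left out a library.

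The number of changed genes was the least stable result. In the cornea it was 150, and it was 705 (261 higher, 444 lower) with array weights, 99 with voom, 62 with the share of genes at 0 as a covariate and 44 at an adjusted p under 0.01. It ranged from 103 to 188 under the other settings apart from the block. It ran from 53 to 536 over the fits that each left out a library, lowest without AL 5 and highest without AL 4. In the conjunctiva it was 50, and it was 149 (69 higher, 80 lower) with array weights and 22 at an adjusted p under 0.01. It ran from 26 to 127 over the fits that each left out a library, lowest without CR 2 and highest without CR 3. Quantile normalization gave 56 genes in the conjunctiva, 29 higher and 27 lower, against 31 and 19 with the deposited scaling. The stricter threshold lowers a count by construction. For the other settings the cause was not tested, apart from the share of genes at 0 in the cornea.

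Among the lists, the goblet list of the cornea reversed to 0.20 with quantile normalization and ran from −0.25 to 0.054 over the fits that each left out a library. That of the conjunctiva reversed to −0.082 with array weights and −0.070 with the share of genes at 0 as a covariate and ran from −0.091 to 0.19. The fibroblast list of the cornea reversed to −0.050 with array weights and ran from −0.15 to 0.34, the PPAR-alpha list of the cornea was at 0.0015 with the covariate, and the skeletal muscle list of the cornea reversed to 0.50 with no filter. The skeletal muscle list of the conjunctiva ran from −0.036 to 0.99. The cause was not tested.

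The proliferation list lost its call under fry and under an estimated correlation in the cornea (median −0.23) and the conjunctiva (−0.21), tests that allow for correlated genes, and in the conjunctiva it ran from −0.31 to −0.11 over the fits that each left out a library. The macrophage list of the cornea passed under fry (median −0.34). The ROR-element list of the cornea lost its call under both of these tests, with a filter at a mean of 50, quantile normalization and array weights, and the MHC class II list of the cornea passed with no filter, with a filter at a mean of 50 and with the covariate. Over all lists except the E-box clock, collagen, macrophage, proliferation and goblet lists, outside the fits that left out a library or used a block, 24 results became weaker and 5 stronger, those of the ROR-element and MHC class II lists included, 3 reversed and 197 stayed on their side of the threshold. Lists of neighboring tissues kept their direction in the conjunctiva over the processing alternatives, but their medians ran from −3.54 to −1.02 (lacrimal gland), 0.73 to 1.57 (meibomian), 0.88 to 1.91 (fat cell) and 0.44 to 0.93 (skeletal muscle), and that of the lacrimal gland list in the cornea from −4.69 to −1.46. Among single genes, 5 became weaker, 5 stronger and 251 stayed. In the cornea *Aqp5* lost its call with no filter (−0.61, adjusted p = 0.0559), TMM scaling (0.0503), voom (0.0605) and the covariate (−0.32, 0.269), and *Arntl* with the covariate (−1.28, 0.123). *Aqp5* in the conjunctiva passed with array weights (0.58). *Arntl* in the conjunctiva passed with a pseudocount of 10 (−2.98), quantile normalization (−3.80), array weights (−3.86) and voom (−4.23).

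Between tissues, 18 genes differed with array weights, and 0 with the share of genes at 0 as a covariate (712 at an unadjusted p under 0.05) or per shared title (668). Deviations of same-titled cornea and conjunctiva libraries correlated at −0.16, 0.14, −0.42 and −0.19 under AL. Under CR they correlated at 0.12, 0.08, −0.22 and −0.09. These values do not settle whether such libraries shared mice. The count of genes that differed ran from 0 to 7 over the fits that each left out a library. The correlation of log2 changes was 0.29 with no filter, 0.25 with the covariate, and ran from 0.26 to 0.50 over the fits that each left out a library.

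Replicate numbers were also used as a replicate block. Same-numbered AL and CR libraries did not deviate together, with correlations of 0.29, −0.16, −0.17 and −0.30 in the cornea and −0.04, −0.06, −0.05 and 0.05 in the conjunctiva, so the numbers were not taken as pairs. With the block, which uses fewer libraries, 54 genes were changed in the cornea and 12 in the conjunctiva, and the cornea macrophage and MHC class II lists passed at −0.43 and −0.94. The calls of the ROR-element list, *Arntl* and *Aqp5* in the cornea (−0.39, −1.12 and −0.47) and of the skeletal muscle list, *Serpinh1* and *Cpt1a* in the conjunctiva (0.31, −0.92 and 0.68) were lost. *Col1a1*, *Col3a1* and *Fbn1* in the conjunctiva were at −1.24, −1.47 and −1.30 and no longer passed.

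Depth limited the lowest genes. A gene at 0 reads allows up to 3, so changes of gland genes and of *Arntl* in the conjunctiva rest on few reads in 1 diet.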

Other observations

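The tests on the share of genes at 0, on AL 4 of the cornea, on gland transcripts in single libraries, on conjunctiva CR 5 and on vessels, and the comparison of heat shock and fibroblast genes with single collagen genes, were chosen only after the results were seen. The tests on clock phase, glucocorticoids, fibroblasts, heat shock and other splits of the libraries were set before the values they measure were looked at.

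The count here was 50 changed genes in the conjunctiva. That is lower than the value quoted from the study above. The count of 150 in the cornea was also lower than the study's. The study took its p-values from DESeq2, and those here came from limma after a filter on the mean. The counts are therefore not like for like, and no DESeq2 fit was run here to tell the cause.

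Of 100 splits of the cornea libraries into groups of the same sizes, drawn from 126 and with the real one included, 3 gave at least 150 changed genes. The largest other count was 1082 (261 higher, 821 lower), from the split that put the 5 libraries with the fewest genes at 0 (AL 1, AL 2, AL 3, AL 5 and CR 1) against the rest. The number of splits with a list median as large was 1 for the E-box clock list, 17 for the collagen list, 15 for the macrophage list, 7 for the proliferation list and 60 for the goblet list. Of 100 splits of the conjunctiva libraries, 2 gave at least 50 genes. The corresponding numbers were 1 for the E-box clock list, 4 for the collagen list, 2 for the macrophage list, 41 for the proliferation list and 74 for the goblet list. A correlation between tissues at least as large as 0.402, either way, came from 12 of 100 joint relabellings, and r in the others ran from −0.56 to 0.39.

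Cornea libraries differed more along the share of genes at 0 than along diet. A lower read total did not explain a high share, since libraries with more reads had more genes at 0 (Pearson r = 0.847, permutation p = 0.0019, adjusted over 10 relations 0.0038, Spearman rho = 0.806, permutation p = 0.0073, adjusted p = 0.0111, and r = 0.964 without 2 libraries). Dropout of rare molecules alone would have left the summed normalized counts of low genes level, but these fell as the share rose (r = −0.902, permutation p = 0.0027, adjusted p = 0.0039, rho = −0.806, permutation p = 0.0078, adjusted p = 0.0111, and r = −0.967 without 2 libraries). Counts over 1465 olfactory and vomeronasal receptor genes, chosen as genes that should be silent here, fell as well (r = −0.865, permutation p = 0.0025, adjusted p = 0.0039, rho = −0.818, permutation p = 0.0058, adjusted p = 0.0111, and r = −0.846 without 2 libraries). At most 62 of these genes were detected in a cornea library. Background reads that reach silent genes, such as reads from genomic DNA or unspliced RNA, are a candidate explanation for the libraries with fewer genes at 0. The nuclear RNA *Xist* rose with the share (r = 0.931, permutation p = 0.0011, adjusted p = 0.0028, rho = 0.903, permutation p = 8.7e-04, adjusted p = 0.0022, and r = 0.878 without 2 libraries), which more nuclear RNA in the libraries with fewer genes at 0 would not give. In the conjunctiva the same relations had r = −0.762 for the receptor genes (exact permutation p = 0.0130, adjusted p = 0.0163, rho = −0.783), −0.750 for the low genes (exact p = 0.0183, adjusted p = 0.0204, rho = −0.717) and 0.929 for *Xist* (exact p = 4.1e-05, adjusted p = 1.4e-04, rho = 0.967), while the relation to counted reads, in the same direction as in the cornea, did not pass (r = 0.459, exact p = 0.214, adjusted p = 0.214, rho = 0.483). Without 2 libraries, these r were −0.719, −0.742, 0.945 and 0.654.

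This axis overlapped with diet in part. With the share of genes at 0 as a covariate, 14 of the 58 lower and 32 of the 92 higher cornea genes were still past both thresholds. With the share shuffled over the libraries, a median of 39 lower and 66 higher genes were, 7 of 99 shuffles left as few lower genes and 7 left as few higher genes. Of the 7 shuffles as related to diet as the real share, 5 left as few lower and 5 as few higher. For the lower and the higher cornea genes that lost their call, an effect of diet and an effect of this axis therefore cannot be told apart, since the covariate also removes part of the diet contrast. The E-box clock list kept its rise with the covariate (median 1.55), which argues against the axis as its cause. The larger counts without AL 4 or CR 1, the libraries that break the link between the axis and diet, are in line with part of the cornea's count following the axis.

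Cornea AL 4 lay among the CR libraries on the first principal component. Its E-box clock score was −0.57, against −1.38 to −0.72 in the other AL libraries and 0.73 to 1.16 in the CR libraries, which argues against a swapped label.

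A shift of clock phase at the time of collection predicts that genes driven by ROR elements fall while E-box genes rise. They did, with medians of −0.62 in the cornea and −0.86 in the conjunctiva. Induction of clock genes by glucocorticoids predicts a rise of other glucocorticoid targets, and that list rose by 0.30 and 0.33. Both explanations are consistent with these values, and they are not exclusive. In the cornea the call of the ROR-element list did not hold under fry (adjusted p = 0.0554), an estimated correlation (0.259), quantile normalization (0.0586), array weights (0.0983) or a filter at a mean of 50 (median −0.084, 0.144). By the study's methods, CR mice were fed each day shortly before the dark phase, and no time of collection is given, so a shift of phase, a change of amplitude and a direct effect of meal time were not separated.

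The fall of collagen genes in the conjunctiva may reflect fewer fibroblasts in the samples, since the fibroblast list fell by a median of similar size (−0.61 against −0.66), although its call did not hold under fry. The collagen score minus the fibroblast score was 0.07 ± 0.10 (SD, n = 4) under AL and −0.06 ± 0.19 (n = 5) under CR (exact permutation p = 0.262, where the smallest possible p is 0.0079), so the lists as wholes did not differ. Yet 11 of 37 collagen genes fell further than every fibroblast gene (−0.90), among them *Col1a1* (−1.37), *Col3a1* (−1.57) and *Col5a3* (−2.60). These were the top genes of the pattern, so whether fewer fibroblasts alone account for the fall stays open. A general fall of the heat shock response was argued against as the whole cause, because the largest fall in that list was −0.43, smaller than the median of the collagen list, and 25 of 37 collagen genes fell further. A smaller share of stroma with its vessels stays open and cannot be told apart from fewer fibroblasts. The endothelial list had a median of −0.27 with a wide spread between libraries (scores 0.11 ± 0.29 under AL and −0.09 ± 0.83 under CR). Lower transcription of collagen within fibroblasts, an effect that CR could have, was not measured apart from cell number.

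Lacrimal gland secretory transcripts appeared in AL cornea libraries. *Obp1a* had 20439, 338, 479, 15.9 and 102 normalized counts in AL 1 to AL 5, and at most 5.48 in any CR library (exact permutation p = 0.0079, n = 5 and 5, on log2 values). Gland material in AL 1 alone was argued against by a median of 220 in the other AL libraries, unless it spread from AL 1 to them. Carry-over within a sequencing pool that held both diets was argued against by the low counts in CR libraries. Carry-over from AL 1 among AL samples alone was not excluded by these counts. The ratio of *Obp1b* to *Obp1a* was 0.236 to 0.349 and that of *Scgb2b24* to *Obp1a* 0.410 to 0.505 in AL 1, AL 2, AL 3 and AL 5, so the transcripts came in similar proportions. Carry-over from AL 1 would also give similar proportions. Reads may be shared among these related genes. The list is not specific throughout, since *Car6* was present in CR cornea libraries at 48.3 to 395 normalized counts. More gland material or gland RNA on the eye of AL mice, or a loss of these transcripts in the glands of CR mice, could each give the pattern. Carry-over from AL 1 among AL samples could give it too, and none of these was tested. In the conjunctiva, *Obp1a* was at most 42.0 normalized counts, in AL libraries, and at most 0.974 in CR libraries. That is too little gland material to account for the changed genes, of which 0 were members of the gland list. In the cornea, 2 of the 150 were.

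The meibomian list in the conjunctiva was highest in CR 5 (score 4.54), then in CR 1 (1.46). Lid material in CR 5 alone was argued against by camera only, because the median change was still 0.49 without it and the list still passed. By fry the list did not pass even with all libraries (adjusted p = 0.185). The scores of CR 2, CR 3 and CR 4 (−0.78, −0.58 and −1.03) lay within those of AL libraries (−1.36 to −0.51). Without CR 5, only CR 1 therefore scored above the AL libraries. Of the 50 changed genes, 49 were still changed without CR 5, so lid material in that library did not account for them. Varying amounts of lid tissue between dissections may explain the list's spread, and a biological effect on the gland was not tested.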
